A study of Homo sapiens with 24 samples. Its data were reported in "Single-cell ATAC and RNA sequencing reveal pre-existing and persistent cells associated with prostate cancer relapse" (2021).

How the data were processed

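FAIRE-seq (formaldehyde-assisted isolation of regulatory elements, in which cross-linked chromatin is sheared and extracted with phenol so that DNA free of nucleosomes stays in the aqueous phase and is sequenced) was performed on 2 sublines of a human prostate cancer cell line. LNCaP is an androgen-sensitive line, referred to as parental, and RES-A is a derivative of it selected for resistance to enzalutamide (ENZ), an inhibitor of the androgen receptor. Cells were kept for 3 days in medium with 5% charcoal-stripped serum, with 10 µM ENZ present for RES-A alone, and were then given DMSO (the solvent control), 10 nM dihydrotestosterone (DHT, an androgen), 10 µM ENZ or DHT and ENZ together (DHT+ENZ) for 18 h. Each of the 8 groups had 3 libraries, 24 in all. Groups and replicate numbers were taken from the sample titles and characteristics.

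The authors sequenced 50-bp single-end reads, aligned them to hg19 with bwa, marked duplicates with Picard and called peaks in each library separately with MACS2, so that every library has its own peak list. The options of the peak caller and the use of a control library were not stated. The deposited lists give for each peak its position, its length, the pileup at its summit (a signal: the number of overlapping fragments, not scaled between libraries), the −log10 of a p-value and of a q-value, and a fold enrichment over the expected pileup, all as the authors' peak caller wrote them. In each list the smallest −log10 q was at the value of a q threshold of 0.05 and the shortest peak was 100 bp long. Fold enrichment and −log10 p are the authors' values and were used here to describe, rank or filter peaks within a list and to derive the background described next. For 15 of the 24 chromosomes the outermost peak lay beyond the end of the chromosome in the GRCh38 assembly, so the GRCh38 annotation was not used, positions are given in hg19 as in the lists, and genes at the regions were not analysed here.

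Read totals were not used here. As a measure of relative depth, the background that the peak caller had used at each peak was recovered as (pileup + 1) / fold − 1, and the smallest such value in a library, shared by 21.9% to 32.3% of its peaks, was taken as the genome-wide background in reads per base. It ranks libraries by depth and does not give the number of reads. That the peak caller added 1 to pileup and background is an assumption, since its options were not stated.

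Peak lists were compared by overlap of at least 1 bp. The consensus set of a group consisted of the merged regions with peaks in at least 2 of the 3 libraries. The unique share of a group was the percentage of its consensus regions that overlapped no consensus region of the other groups compared. To limit the effect of depth, further comparisons used the 50000 peaks of each library ranked highest on the authors' −log10 p. Similarity of libraries was the base-pair Jaccard index of these peaks (shared base pairs over all base pairs covered), tested as the share of variance in PERMANOVA on 1 minus the index. Regions were the merged top-ranked peaks of all 24 libraries, and those called in 6 to 18 libraries were tested by Fisher's exact test of 12 against 12 libraries. The genome was also divided into 10-Mb windows, and the share of a library's top-ranked peaks was tested in windows with a mean of at least 20 peaks per library.

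Comparisons of 3 against 3 libraries used exact two-sided permutation tests, whose smallest possible p is 0.1. Comparisons of the sublines over all 24 libraries used 100000 permutations of the subline labels within treatments. P-values were adjusted by the Benjamini-Hochberg method within each family of comparisons, with a threshold of 0.05 for regions and windows. The study's chi-square test over sites was replaced by permutation of libraries, because sites of one library are not replicates. Pairing was taken from the replicate numbers that the titles give to every group; it was tried as a replicate block by sign-flip tests of same-numbered libraries, by permutations among same-numbered libraries or by exact McNemar tests over the 12 pairs of the same treatment and number.

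Regions named in the text are the 3 per direction with the smallest p, with ties broken by the highest mean percentile of −log10 p within the lists, and windows named are the 3 per direction with the largest difference among those past the threshold. Alternatives were a stricter q threshold of 0.01, autosomes only, 25000 top-ranked or all deposited peaks, consensus in all 3 libraries, a joint evaluation of replicates after the MSPC method (weak p of 0.0001, stringent and combined p of 1e-08), other definitions of a unique region, 500-bp tiles, 5-Mb windows, the replicate block and leaving out each library in turn. These choices, the groups and the designs were fixed before the data were examined. Adjustment for background, leaving out the libraries with a background under 1 read per base, and the replicate block for unique shares were added after seeing the data. The share of peaks at promoters was not analysed here.

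The region and window tests were tested on simulated data. Of 200 regions changed among 119611 simulated regions, 90.5% were recovered by Fisher's exact test with 1 false call, and of 4000 changed regions 99.5% with 57 false calls. McNemar's test recovered none of the 200, because its smallest p over 12 pairs, 0.000488, cannot pass the adjustment when so few regions change, and recovered 94.7% of 4000 changed regions with 10 false calls. All 20 windows changed among 307 were recovered, with 2 false calls. In these simulations the calls of each library were drawn independently, and changed regions had a strong difference in call rate between the sublines. Windows varied by counting noise alone. Treatment, depth and likeness of replicates were not simulated, so these recoveries and false calls do not give the error rates on the real libraries. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.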

Results

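Open chromatin was mapped by FAIRE-seq in 24 libraries, 3 for each combination of 2 sublines (parental LNCaP and ENZ-resistant RES-A) and 4 treatments (DMSO, DHT, ENZ and DHT+ENZ). Each library had a peak list of its own. The lists held from 73254 to 275774 peaks, with a mean of 195133 ± 47627 (SD, n = 24). The genome-wide background, which ranks the libraries by depth, ran from 0.41 to 5.99 reads per base. It varied 14.7-fold among the 12 parental libraries and 2.47-fold among the 12 RES-A libraries. The lowest backgrounds were those of LNCaP ENZ replicate 1 (0.41) and LNCaP DHT replicate 1 (0.74), which also had the fewest peaks, 73254 and 82224.

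The number of peaks rose with the background. Over the 24 libraries Pearson's r between peak number and log2 background was 0.918 (permutation p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 1.5e-05) and Spearman's rho was 0.92 (permutation p = 1e-05; adjusted p = 3e-05), in a family of 3 relations. Without the 2 libraries farthest from the median background r was 0.809. Within the parental subline r was 0.923 (permutation p = 8e-05, adjusted p = 8e-05) and rho 0.811 (permutation p = 0.00216, adjusted p = 0.00216), and r was 0.780 without the 2 farthest libraries. Within RES-A r was 0.890 (permutation p = 1e-05, adjusted p = 1.5e-05) and rho 0.895 (permutation p = 2e-04, adjusted p = 3e-04), and r was 0.845 without the 2 farthest libraries. A fit over the 24 libraries gave 48955 more peaks per doubling of the background. The labels gave no sequencing batch.

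**Figure D1:**
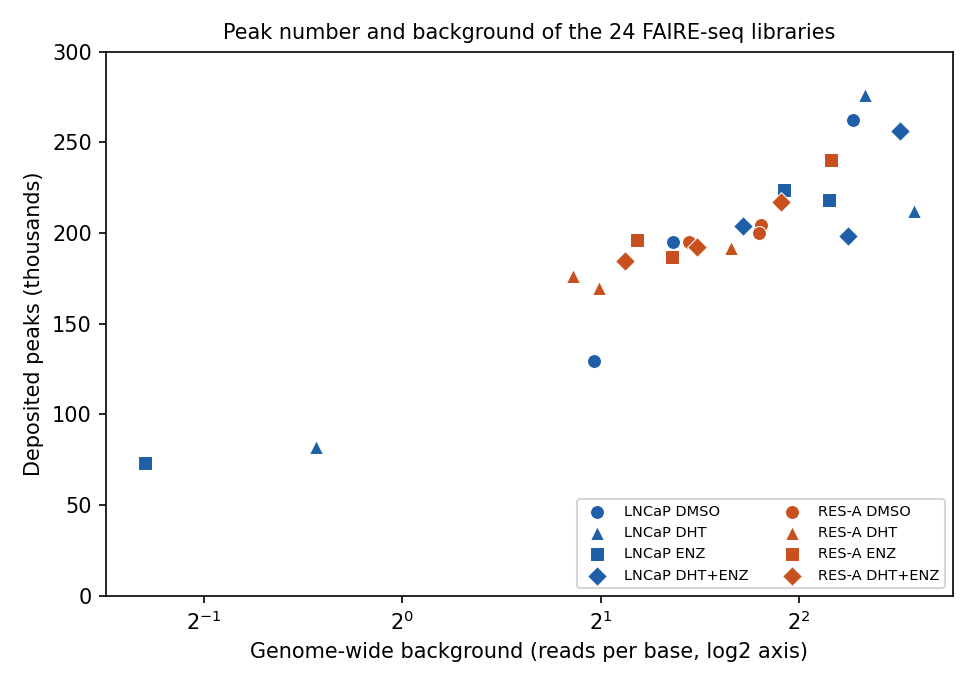
Number of deposited peaks against the genome-wide background (reads per base, log2 axis) for the 24 libraries, 1 point per library, coloured by subline and shaped by treatment. The parental libraries spread from 73254 to 275774 peaks and the RES-A libraries from 169514 to 240262, and peak number rises with background in both.

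The first question was whether the resistant line RES-A has more open sites in total. A single resistant line was compared with a single parental line, so the libraries replicate the lines and not resistance. RES-A alone also had ENZ in the preculture, which goes with subline in every comparison of the sublines. RES-A libraries had 196123 ± 18636 peaks (SD, n = 12) and parental libraries 194143 ± 66283 (SD, n = 12). The difference of 1980.2 peaks was smaller than the spread between replicates (two-sided permutation test within treatments, p = 0.927). With the replicate block, pairing libraries of the same treatment and number, the difference was also 1980.2 peaks (sign-flip permutation p = 0.915), and RES-A had more peaks in 6 of 12 pairs. Deviations from the group means of same-numbered libraries correlated at 0.120 between the sublines, at 0.469 between treatments within the parental subline and at -0.000242 within RES-A. The alternative that moved the difference most, chosen after seeing the data, left out the 2 libraries with a background under 1 and gave -23785 peaks (permutation p = 0.114). Adjusted for log2 background, the difference was 4214 peaks. The backgrounds of the sublines, 3.63 ± 1.86 and 2.90 ± 0.80 reads per base (SD, n = 12 each), differed by -0.734 (permutation p = 0.244).

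Within treatments, RES-A minus parental was 4186 peaks with DMSO (exact permutation p = 0.7), -10935 with DHT (p = 0.9), 36159 with ENZ (p = 0.8) and -21489 with DHT+ENZ (p = 0.4), each of 3 against 3 libraries and each with an adjusted p of 0.9. With the replicate block these differences stayed at 4186, -10935, 36159 and -21489 peaks, with exact sign-flip p of 0.75, 0.75, 0.75 and 0.5 over 3 pairs, where 0.25 is the smallest possible. Leaving out the libraries with a background under 1 moved these most, to -64834 with DHT (exact permutation p = 0.1). The means were 195458 ± 66421 (LNCaP DMSO), 190021 ± 98640 (LNCaP DHT), 171582 ± 85197 (LNCaP ENZ), 219510 ± 31736 (LNCaP DHT+ENZ), 199644 ± 4775 (RES-A DMSO), 179085 ± 11257 (RES-A DHT), 207741 ± 28545 (RES-A ENZ) and 198022 ± 16849 (RES-A DHT+ENZ) peaks per library (SD, n = 3 each).

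The treatments were compared within each subline in 6 contrasts. The smallest p that the exact permutation test can give here is 0.1. DHT minus DMSO was -20558 peaks in RES-A (exact permutation p = 0.1, adjusted p = 0.6), with the number lower in 3 of 3 same-numbered pairs (paired exact p = 0.25), and -5437 in the parental subline (p = 1, paired p = 1). DHT+ENZ minus DHT was 18936 peaks in RES-A (exact permutation p = 0.2, adjusted p = 0.6), higher in 3 of 3 pairs (paired p = 0.25), and 29489.7 in the parental subline (p = 0.9, paired p = 1). ENZ minus DMSO was 8097 peaks in RES-A (exact permutation p = 0.9, paired p = 0.75) and -23876 in the parental subline (p = 0.7, paired p = 0.75). RES-A cells had ENZ in the medium for 3 days before either treatment and parental cells had not. Here and below, ENZ against DMSO therefore differs in meaning between the sublines. Leaving out the libraries with a background under 1 moved the contrasts with LNCaP DHT most and gave 48461 peaks for DHT minus DMSO in the parental subline (exact permutation p = 0.4). Adjusted for log2 background, DHT minus DMSO in RES-A changed its direction, to 4637 peaks. Both were chosen after seeing the data. Among the alternatives, DHT+ENZ minus DHT in RES-A kept its direction but fell as low as 2428 peaks. The contrasts did not differ between the sublines by more than relabelling gave (exact permutation p = 0.82, 0.635 and 0.88 for DHT minus DMSO, ENZ minus DMSO and DHT+ENZ minus DHT).

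Consensus sets held 166359 (LNCaP DMSO), 156691 (LNCaP DHT), 157681 (LNCaP ENZ), 179357 (LNCaP DHT+ENZ), 172331 (RES-A DMSO), 158151 (RES-A DHT), 178722 (RES-A ENZ) and 165402 (RES-A DHT+ENZ) regions. There is 1 such number per group, so these have no replicate error. Between 46.0% (LNCaP DHT) and 63.6% (RES-A DHT) of a group's merged regions were found in at least 2 libraries. Use of the 50000 top-ranked peaks moved these numbers most, to 46569 to 49388 regions per group. Requiring all 3 libraries gave 64531 in LNCaP DHT and 50697 in LNCaP ENZ, the groups with a shallow library, and 106294 to 138759 in the others.

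The study asked whether resistant cells carry more sites of their own. Here this was examined in sets of 3 groups, a composition that the study's text and captions do not spell out. In the androgen set, 24.1% of RES-A DHT+ENZ regions (39855 of 165402) were unique, against 11.0% of LNCaP DHT (17225 of 156691) and 15.2% of LNCaP DHT+ENZ (27261 of 179357). In the castrate set, 27.0% of RES-A ENZ regions (48191 of 178722) were unique, against 11.0% of LNCaP DMSO (18217 of 166359) and 8.18% of LNCaP ENZ (12898 of 157681). The RES-A share was higher by 13.1 and 8.90 percentage points in the androgen set (exact permutation p = 0.6 and 0.4 over 20 relabellings of 6 libraries) and by 16.0 and 18.8 in the castrate set (exact permutation p = 0.3 and 0.4), with adjusted p of 0.6, 0.533, 0.533 and 0.533. None was beyond what unpaired relabelling of libraries gave. Apart from the real labelling and its mirror image, however, each relabelling keeps 2 libraries of one subline together in each group. Since consensus needs 2 of the 3 libraries, relabelled groups can keep much of the subline difference. Relabelling, unpaired or with the replicate block, therefore cannot show that the differences are within the spread of libraries. With the replicate block these 13.1, 8.90, 16.0 and 18.8 points had exact p of 0.5, 0.5, 0.25 and 0.5. The smallest possible p there is 0.25, so no other paired relabelling reached the 16.0 points, but the block cannot give a p under 0.05. Leaving out LNCaP DMSO replicate 2 moved a difference most, to 29.2 points between RES-A ENZ and LNCaP DMSO. Requiring peaks in all 3 libraries of a group gave 31.5 points between RES-A ENZ and LNCaP ENZ (exact permutation p = 0.1). It gave 20.1 between RES-A ENZ and LNCaP DMSO (exact permutation p = 0.4). RES-A DHT+ENZ then exceeded LNCaP DHT by 22.5 and LNCaP DHT+ENZ by 5.05 (exact permutation p = 0.1 and 0.5). The 50000 top-ranked peaks, which equalise the number of peaks, gave differences of 14.3, 17.0, 17.2 and 19.1 points (exact permutation p = 0.1 each, the smallest possible). Counting only regions absent from each library of the other groups gave 10.1, 9.73, 12.2 and 13.5 points (exact permutation p = 0.1 each).

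When the sublines were compared directly under the same treatment, their unique shares lay closer together. They were 27.7% in LNCaP and 29.9% in RES-A with DMSO, 30.6% and 31.0% with DHT, 24.7% and 33.6% with ENZ, and 32.8% and 26.6% with DHT+ENZ. The differences of 2.19, 0.350, 8.95 and -6.20 percentage points had exact permutation p of 1, 1, 0.7 and 0.4, with an adjusted p of 1 for each. With the replicate block the same 2.19, 0.350, 8.95 and -6.20 points had exact p of 1, 1, 0.75 and 0.5. The limit of relabelling given for the sets of 3 groups holds here too. Leaving out LNCaP ENZ replicate 2 moved the differences most, to 64.3 points with ENZ, where the shallow replicate 1 was then needed for consensus. Requiring peaks in all 3 libraries gave 55.8 points with ENZ (exact permutation p = 0.5). It gave 16.9 points with DMSO, 39.1 with DHT and -1.36 with DHT+ENZ (exact permutation p = 0.6, 0.9 and 0.8). Under this setting the shares with DHT and ENZ therefore did not lie closer together than in the sets of 3 groups.

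**Figure D2:**
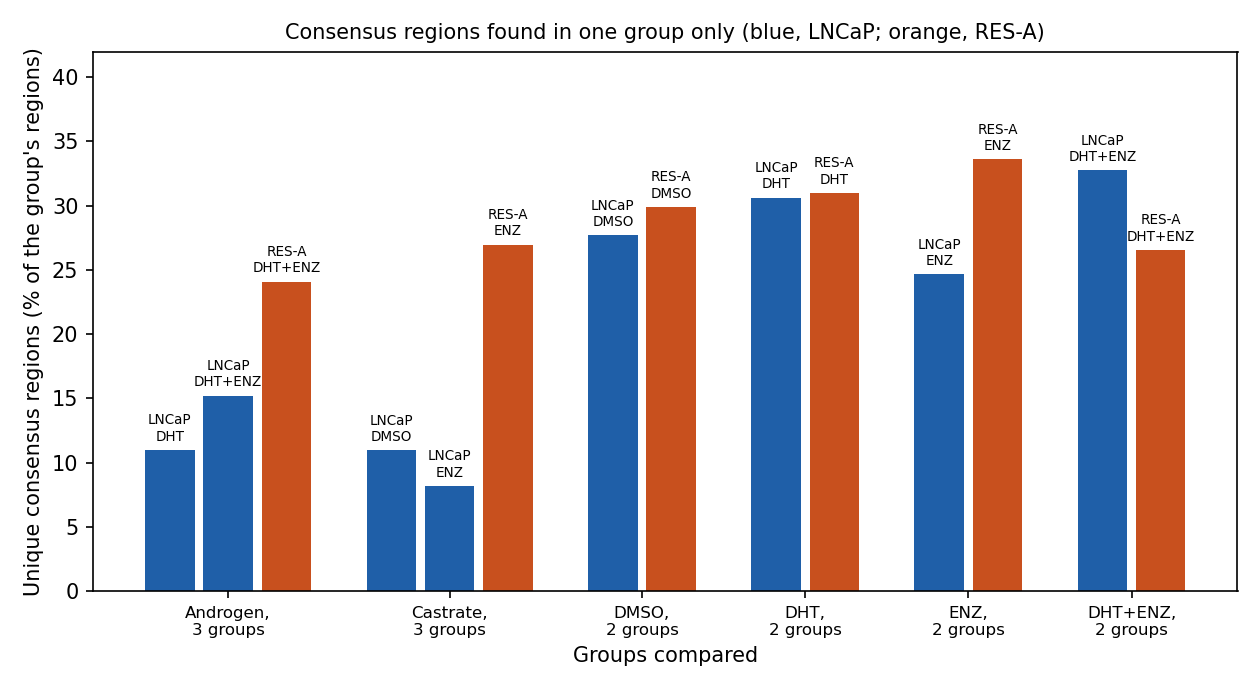
Unique consensus regions as a percentage of each group's consensus regions, for the sets of 3 groups (androgen, castrate) and for the 2 sublines under the same treatment; bars are single values per group without replicate error. RES-A has 24.1% and 27.0% in the sets of 3 groups, where 2 of the groups are parental, and exceeds LNCaP by -6.20 to 8.95 percentage points in the comparisons of 2 groups.

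Libraries were next compared by the overlap of their 50000 top-ranked peaks. The mean Jaccard index was 0.575 ± 0.135 (SD, 24 pairs) for libraries of the same group, 0.540 ± 0.121 (108 pairs) for other treatments of the same subline and 0.409 ± 0.071 (36 pairs) for the same treatment in the other subline. All 24 libraries had their nearest library in their own subline, and it was in the same group for 6 of 12 parental and 9 of 12 RES-A libraries. No pair of one group exceeded 0.676, so none looked like 1 library listed more than once. Subline accounted for 29.0% of the variance (R2 = 0.290, permutation p = 5e-05; 0.290 and exact p = 0.000488 with the replicate block, the smallest it allows). The alternative that moved R2 most was a Jaccard index over merged regions in place of base pairs, with 0.376 (permutation p = 5e-05), and all deposited peaks gave 0.205 (permutation p = 5e-05).

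Treatment accounted for 44.9% of the variance within RES-A (R2 = 0.449, permutation p = 0.00019, adjusted p = 0.00038; 0.449 and permutation p = 0.00178 with the replicate block). Within the parental subline R2 was 0.295 (permutation p = 0.222, adjusted p = 0.222), and with the replicate block the same R2 of 0.295 had a permutation p of 0.0261. Without the 2 libraries with a background under 1 it was 0.395 (permutation p = 0.0283). All deposited peaks moved R2 most, to 0.345 in RES-A (permutation p = 0.00105). In RES-A, DHT and DMSO libraries overlapped at 0.538 ± 0.016 (SD, 9 pairs), ENZ and DMSO libraries at 0.661 ± 0.014 (9 pairs), and DMSO libraries with each other at 0.668 ± 0.0063 (3 pairs). RES-A DHT+ENZ libraries overlapped with DMSO libraries at 0.628 ± 0.0040 and with DHT libraries at 0.595 ± 0.015 (9 pairs each). Pairs share libraries, so these SDs describe the spread and are not errors of independent values.

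**Figure D3:**
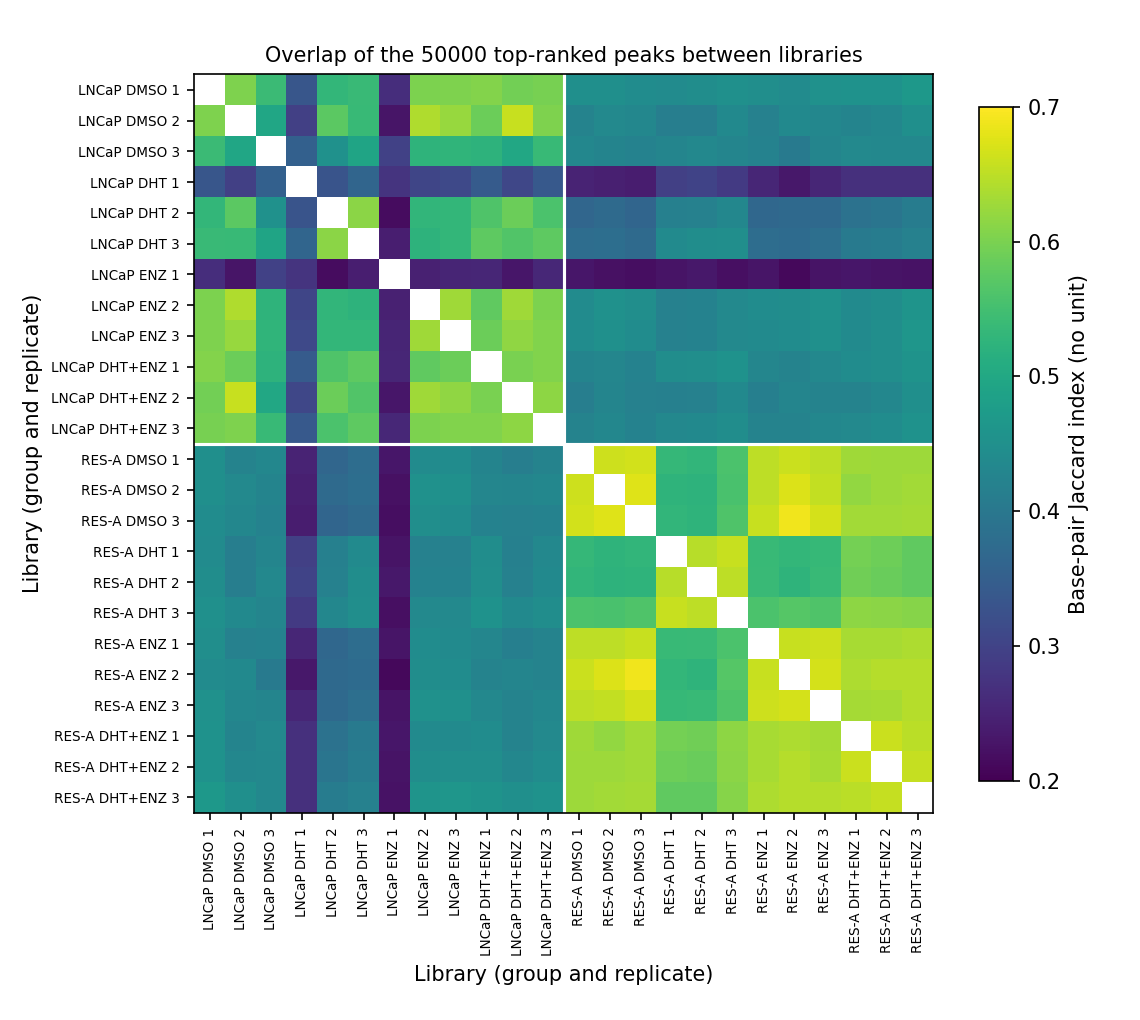
Base-pair Jaccard index of the 50000 top-ranked peaks for every pair of the 24 libraries, ordered by group and replicate, with white lines between the sublines. Pairs within RES-A lie between 0.523 and 0.689, and LNCaP DHT 1 and LNCaP ENZ 1 show low values against all other libraries.

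Counts of regions called in all 3 libraries of a group and in none of another describe each contrast. Between RES-A and parental libraries there were 11978 such regions with DMSO (6730 in RES-A alone, 5248 in LNCaP alone), 11144 with DHT (6483 and 4661), 10168 with ENZ (7044 and 3124) and 12652 with DHT+ENZ (6785 and 5867). The other 9 splits of the same 6 libraries gave at most 493, 689, 839 and 468. DHT against DMSO separated 6674 regions in RES-A (4153 with DHT, 2521 with DMSO; at most 484 in the other splits) and 3276 in LNCaP (1817 and 1459; at most 1021). DHT+ENZ against DHT separated 2981 regions in RES-A (1305 and 1676; at most 565) and 2189 in LNCaP (1058 and 1131; at most 804). ENZ against DMSO separated 708 regions in RES-A (at most 588 in the other splits) and 717 in LNCaP, where 3 other splits gave as many or more, up to 1346. With 10 splits in each contrast no share under 0.1 can be reached. All deposited peaks moved these counts most, to 32800 regions between the sublines with DHT+ENZ.

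Over all 24 libraries the top-ranked peaks merged into 119611 regions with a median length of 428 bp. Of these, 12659 (10.6%) were called in all 24 libraries and 26479 (22.1%) in a single library. Fisher's exact test of 12 against 12 libraries was applied to the 38586 regions called in 6 to 18 libraries. Among them 22286 (57.8%) had an adjusted p under 0.05, 12231 called more often in RES-A and 10055 more often in LNCaP. With the replicate block 18087 regions passed, 10166 and 7921 by direction, and all 18087 were among the 22286. The alternative that moved the number most was the use of all deposited peaks, with 56823 of 125323 tested regions. Testing the 93132 regions called in at least 2 libraries gave 17754 (19.1%), so the share depends on the range tested. There were 1702 regions called in all 12 RES-A and no parental library, and 525 in all 12 parental and no RES-A library.

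The 6 regions named by the rule were each called in 12 of 12 libraries of one subline and 0 of 12 of the other (difference of 100% or -100%, Fisher's exact p = 7.4e-07, adjusted p = 1.28e-05; adjusted p = 0.00798 in the paired exact test). Those called in RES-A lay in hg19 on chromosome 6 from 47408243 to 47408930, on chromosome 5 from 21494338 to 21494813, and on chromosome 10 from 35194896 to 35195409. Their fold enrichment in RES-A ran from 14.1 to 18.0, from 9.11 to 11.7 and from 14.1 to 17.3. Those called in LNCaP lay on chromosome 19 from 58951405 to 58951911, on chromosome 9 from 69194704 to 69195233 and on chromosome 19 from 19932226 to 19932889, with fold enrichment from 10.0 to 20.1, from 7.27 to 10.9 and from 8.82 to 15.5. A call here means a peak among the top-ranked 50000. A peak of any rank overlapped the 3 RES-A regions in 8, 9 and 8 of the 12 parental libraries, and the 3 LNCaP regions in 12, 6 and 6 of the 12 RES-A libraries, so the named regions differed in rank more than in presence.

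The share of top-ranked peaks per 10-Mb window was compared in 307 windows. It differed between the sublines in 255 (83.1%) at an adjusted p under 0.05, 123 higher in RES-A and 132 higher in LNCaP. Shares of a library's peaks add up to a fixed total, so gains in some windows force losses in others. Neither the number of differing windows nor the balance of directions therefore shows how many windows changed by themselves. With the replicate block 248 windows differed, 118 and 130 by direction. With all deposited peaks 250 of 313 windows differed and the balance of directions turned, to 131 higher in RES-A and 119 higher in LNCaP. Windows of 5 Mb moved the number most, to 448 of 572 windows (78.3%). In 116 of the 307 windows the ranges of the 12 RES-A and the 12 parental libraries did not overlap. The ratio of the shares ran from 0.194 to 3.03.

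The 3 windows with the largest rise in RES-A were on chromosome 1 from 10000001 to 20000000 (0.316% ± 0.027 of peaks in LNCaP and 0.5745% ± 0.013 in RES-A), on chromosome 6 from 40000001 to 50000000 (0.239% ± 0.026 and 0.491% ± 0.012) and on chromosome 1 from 200000001 to 210000000 (0.611% ± 0.026 and 0.855% ± 0.019). The 3 with the largest fall were on chromosome 8 from 20000001 to 30000000 (0.511% ± 0.015 and 0.216% ± 0.018), on chromosome 8 from 10000001 to 20000000 (0.386% ± 0.016 and 0.151% ± 0.010) and on chromosome 4 from 90000001 to 100000000 (0.373% ± 0.024 and 0.144% ± 0.0078). Values are means ± SD over 12 libraries per subline, and each of the 6 windows had a permutation p of 5e-05, an adjusted p of 0.000103 and an adjusted p of 0.000925 in the paired test.

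**Figure D4:**
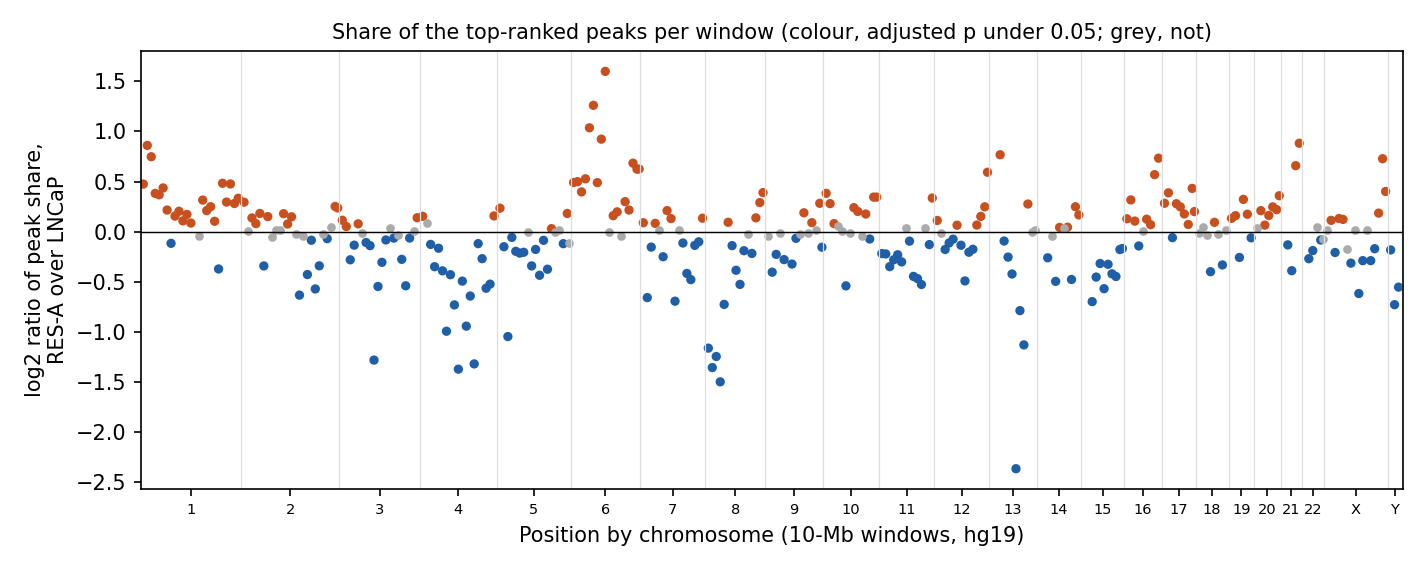
Log2 ratio of the share of top-ranked peaks, RES-A over LNCaP, in 307 windows of 10 Mb along the hg19 chromosomes, 1 point per window; orange and blue points had an adjusted p under 0.05 and grey points did not. Neighbouring windows tend to lie on the same side of 0, as over most of chromosome 6 above it and at the start of chromosome 8 below it.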

Values the study reported

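With androgens present, the study reported that 24% of open sites were unique in the resistant samples, compared with 12% in the parental samples. Under castrate conditions the reported shares were 27% and 9%. Both comparisons used a chi-square test over sites and had p < 2.2e-16. How many sites were open overall was reported not to differ significantly. From the distribution of reads around sites it reported more open chromatin in resistant cells with androgens (p < 0.001) and under castrate conditions (p = 0.022).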

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

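The tests in this part were chosen before their results were seen. The comparisons of the report did not use the background that the peak caller had recorded window by window, at the summits of the 12659 regions called in all 24 libraries; the other observations below return to it. Its median was taken per 10-Mb window and divided by the library's genome-wide background, which gave values for 246 windows. In the window on chromosome 6 from 40000001 to 50000000 (23 regions) the log2 value was 0.16 ± 0.14 in LNCaP and 1.07 ± 0.12 in RES-A (SD, n = 12 each), a difference of 0.91 (permutation p = 5e-05, adjusted p = 0.000105). The 12 RES-A libraries ran from 0.80 to 1.26, above the highest LNCaP DMSO library (0.28) and the highest parental library of any treatment (0.38). The genome-wide background is the smallest value of a library, so the log2 value cannot fall below 0. The lowest parental library in this window lay at that floor (3.06e-06), which limits the parental mean, its SD and the difference. This window was singled out as the one with the largest rise among the 246; in 52 windows all RES-A libraries lay above all parental ones.

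Of the 246 windows, 223 differed, 209 with a higher and 14 with a lower local background in RES-A, around a median difference of 0.26, so that a general shift adds to the local one. Neighbouring windows of a chromosome had similar differences (Spearman's rho = 0.703, 205 pairs). Such runs of windows are consistent with a difference in DNA copy number between the sublines, which raises background over long stretches. They are also what a broad opening of chromatin could give, and the peak lists hold no separate measure of DNA content that would part the explanations. A difference in depth between libraries was tested by asking whether the same windows stand out between deep and shallow parental libraries. Over all windows the rho of -0.271 lay between the limits set for and against it, which leaves open a contribution of depth to the general pattern. In the window on chromosome 6 depth alone does not account for the difference. The genome-wide backgrounds of the RES-A libraries (1.81 to 4.48 reads per base) lay within those of the parental libraries (0.41 to 5.99), and no parental library reached the local values of RES-A. GC content was not tested.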

How the results depend on the processing

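Leaving out the libraries with a background under 1 and adjusting for log2 background were chosen after seeing the data, as was the replicate block for unique shares. In all, 58 results were recomputed under 979 combinations with an alternative or a left-out library. Of these, 857 were labelled unchanged, 6 weaker, 3 stronger, 44 reversed and 69 moved. A difference was labelled unchanged if it kept its direction and its side of the threshold, and a count if it stayed within a set factor. Neither was compared with a spread. Exact permutation tests of 3 against 3 libraries give no p under 0.1 and cannot pass the threshold, so only a change of direction altered their label. The unique share with ENZ was thus labelled unchanged at 55.8 points against 8.95. The 857 therefore do not show that sizes were stable. The alternatives for the share of peaks at promoters were not run. Where a result changed, the cause was not tested.

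Peak numbers depended on depth. Without the libraries with a background under 1, RES-A minus parental reversed to -23785 over all treatments and -13005 with ENZ, and in LNCaP DHT minus DMSO reversed to 48461, ENZ minus DMSO to 25287.5 and DHT+ENZ minus DHT to -24409. Adjusted for log2 background, RES-A minus parental reversed to -3126 with DMSO, 4854 with DHT and 10465 with DHT+ENZ, ENZ minus DMSO in LNCaP to 5962, DHT+ENZ minus DHT in LNCaP to -3184 and DHT minus DMSO in RES-A to 4637. None of these had passed a threshold. With each library left out in turn, RES-A minus parental ran from -11494 to 12699 over all treatments, -28839 to 37579 with DMSO, -64834 to 31941 with DHT, -13005 to 62094 with ENZ and -32012 to -3237 with DHT+ENZ. In LNCaP, DHT minus DMSO ran from -48314 to 48461, ENZ minus DMSO from -56901 to 25287.5 and DHT+ENZ minus DHT from -24409 to 72366, and in RES-A from -26759.7 to -15773, -8164 to 18551 and 9476 to 25629.

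Consensus numbers (LNCaP DMSO, DHT, ENZ, DHT+ENZ, then RES-A in the same order) moved with the 50000 top-ranked peaks to 48403, 47434, 46569, 48945, 49154, 49075, 49388 and 49144. With peaks in all 3 libraries they moved to 106294, 64531 and 50697 in LNCaP DMSO, DHT and ENZ. With a library left out, so that both others had to have a peak, they ran from 108648 to 156678, 65636 to 152104, 52502 to 153486, 137772 to 153578, 144117 to 152289, 131240 to 137203, 144084 to 158223 and 140634 to 141609.

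Differences in unique share in the sets of 3 groups kept their direction under the alternatives other than a left-out library. Between the sublines under the same treatment, counting only regions absent from each library of the other group reversed DMSO to -0.906 and DHT to -2.03 points, counting regions less than 50% covered reversed DHT to -0.910, and the 50000 top-ranked peaks reversed DHT+ENZ to 0.0604. With a library left out, the sets of 3 groups ran from 8.06 to 23.8 (LNCaP DHT), -2.00 to 21.9 (LNCaP DHT+ENZ), 6.49 to 29.2 (LNCaP DMSO) and 10.4 to 28.6 points (LNCaP ENZ), and the direct comparisons from -10.5 to 31.9 with DMSO, -12.5 to 51.0 with DHT, -6.72 to 64.3 with ENZ and -17.3 to 12.8 with DHT+ENZ.

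Treatment in LNCaP passed 0.05 with the Jaccard index of merged regions (R2 = 0.340), with the replicate block (0.295) and without the libraries with a background under 1 (0.395), at permutation p of 0.00914, 0.0261 and 0.0283. It did not with 25000 top-ranked or all deposited peaks. R2 with a library left out ran from 0.284 to 0.327 for subline, 0.305 to 0.346 for treatment in LNCaP and 0.447 to 0.483 in RES-A.

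With 25000 top-ranked peaks the differing regions numbered 10893 (6107 higher in RES-A, 4786 in LNCaP), with all deposited peaks 56823 (33375 and 23448), and in 500-bp tiles 16385 (10216 and 6169). With 5-Mb windows 448 windows differed (216 and 232), out of a larger number, and with all deposited peaks 250 (131 and 119), so that the larger direction depended on the peaks used. With a library left out the regions ran from 22236 to 23362 (11856 to 13013 and 9462 to 10726) and the windows from 250 to 257 (120 to 124 and 130 to 134). The 6 named windows passed in all 168 settings. The 6 named regions passed in 174 of 180. In the others they kept no adjusted p under 0.05, with all deposited peaks for 4 of them and 500-bp tiles for 2. With all deposited peaks those 4 had a peak in more than 18 libraries. They thus fell outside the tested range of 6 to 18, and this setting decides nothing about them.

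Regions separating 3 against 3 libraries between the sublines moved with 25000 top-ranked peaks to 5832 (DMSO), 5700 (DHT), 5016 (ENZ) and 6380 (DHT+ENZ), and with all deposited peaks to 27065, 21677, 22678 and 32800. With 25000 top-ranked peaks LNCaP gave 2098 for DHT against DMSO, 409 for ENZ against DMSO and 1384 for DHT+ENZ against DHT, and RES-A 4147, 368 and 1867. With all deposited peaks DHT+ENZ against DHT moved to 3678 in LNCaP, and RES-A gave 10755, 1866 and 5411. With a library left out the counts ran from 13699 to 16335, 13056 to 15653, 11679 to 16113 and 14540 to 15793 between the sublines, from 4798 to 5238, 1454 to 1941 and 3288 to 4048 in LNCaP and from 8186 to 8930, 1409 to 1754 and 4255 to 4731 in RES-A; fewer libraries have to be alike in these, which raises the counts.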

Other observations

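Among the tests in this part, the mirrored sets of groups, the splits of 3 against 3 libraries, the comparison with the median window, the chromosome shares, the relation to background within treatments and the reading in left-out libraries were chosen only after the results had been seen. The higher unique share of RES-A in the sets of 3 groups arose where RES-A was the only group of its subline. In 4 mirrored sets, with 2 RES-A groups and 1 parental group, the parental group had the highest unique share. It ran from 21.6% to 28.1%, while no RES-A group exceeded 12.1%, and the smallest excess was 12.04 percentage points. A candidate explanation for the high RES-A shares is therefore the make-up of the set, in which the group without a partner of its own subline has the most sites to itself, with no need for more open sites in resistant cells. These shares are single values per group, and no test over libraries was made on the mirrored sets.

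The regions and windows that differ between the sublines were set against other splits of the 24 libraries that also part the 12 same-numbered pairs. For regions 1 of 100 splits, the real one, gave as many, and the next largest gave 15943 regions against 22286. For windows 1 of 100 gave as many, with 233 for the next largest against 255. The median over the other splits was 0 in both cases. For 3 against 3 libraries only 4 splits part all pairs, too few to rule out a random grouping. The real split was 1 of 4 with as many separating regions between the sublines with DMSO, 1 of 4 with DHT, 1 of 4 with ENZ and 1 of 4 with DHT+ENZ, 1 of 4 for DHT against DMSO and 1 of 4 for DHT+ENZ against DHT in LNCaP, and 1 of 4 for DHT against DMSO, 1 of 4 for ENZ against DMSO and 1 of 4 for DHT+ENZ against DHT in RES-A. For ENZ against DMSO in LNCaP 2 of 4 gave as many. The other splits mix sublines or treatments within each side.

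The change in peak share was spread over long stretches and whole chromosomes. By chromosome, 20 of 24 shares differed at an adjusted p under 0.05, and in 15 the 12 libraries of one subline lay outside the range of the other. Here too gains in some shares force losses in others. Chromosome 1 went from 9.84% ± 0.087 of peaks in LNCaP to 12.2% ± 0.053 in RES-A, chromosome 6 from 4.57% ± 0.13 to 6.45% ± 0.086, chromosome 4 from 5.95% ± 0.22 to 4.45% ± 0.071, chromosome 8 from 5.22% ± 0.086 to 4.06% ± 0.041 and chromosome 15 from 3.41% ± 0.11 to 2.59% ± 0.037 (SD, n = 12 each; permutation p = 5e-05 and adjusted p = 8e-05 for each). Across 246 windows the log2 ratio of peak share followed the difference in log2 local background (Spearman's rho = 0.846). A difference in copy number is a candidate explanation for the windows, and it cannot be separated here from a regional change in openness, since local background is taken from the same libraries. Depth gave no such relation for the windows, with a rho of -0.131 between the slope of share on background among parental libraries and the subline difference.

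For single regions the relation to local background was looser. The direction of 61.8% of the differing regions matched the sign of the background difference of their window, and 65.0% matched once the median window was subtracted, both between the limits set for and against. The match was closer in windows over 0.1 away from the median window. In the 53 windows above it 4032 differing regions were higher in RES-A and 1160 higher in LNCaP, and in the 66 windows below it 1585 and 3455, while the 127 windows near the median, where copy number predicts no direction, had 5470 and 4020. In windows of like background (within 0.1 of 0 on the log2 scale) 58.3% of tested regions differed, 571 higher in RES-A and 1222 higher in LNCaP, against 57.4% elsewhere. These windows lie below the median window, so this test decides nothing about copy number. In windows within 0.1 of the median window 55.01% of tested regions differed, against 59.9% elsewhere. If the median window is taken as unchanged in copy number, copy number as the only cause is not borne out. A hypothesis that remains is that many regions changed one by one while the windows shifted with copy number, and a contribution of copy number to the regions cannot be told apart from the rest.

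The response to DHT was followed in 4117 regions called in all 3 RES-A DHT libraries and no RES-A DMSO library. The parental libraries had no part in this choice. They called 64.1% ± 4.13 of these regions with DHT and 39.0% ± 2.64 with DMSO (SD, n = 3 each), a difference of 25.1 percentage points without overlap (exact permutation p = 0.1, the smallest possible), and 47.0% ± 3.77 with DHT+ENZ and 28.2% ± 4.66 with ENZ. The shallow LNCaP DHT replicate 1 called 59.3%, above the highest DMSO library (40.7%). Complete separation of 3 against 3 arises by chance in 10% of cases. Of 2508 regions with the reverse pattern, parental libraries called 18.9% ± 1.26 with DHT and 36.3% ± 1.88 with DMSO, a difference of -17.4 (exact permutation p = 0.1). Depth was weighed because the RES-A DHT libraries had a lower background (2.32 ± 0.73 reads per base) than the RES-A DMSO libraries (3.24 ± 0.44). Over the 12 parental libraries the share of the 4117 regions rose with background (rho = 0.497) and that of the 2508 regions did not (rho = -0.042). Treatment and depth are mixed in both values. As deviations from the treatment means the share rose with background for the 4117 regions (rho = 0.692), opposite to what a lower depth in the RES-A DHT libraries would need, and for the 2508 regions (rho = 0.818), which is what it would give. Depth alone does not account for the 2508 regions, however. LNCaP DHT replicates 2 and 3, with backgrounds of 5.04 and 5.99, called 19.8% and 19.5% of them, and LNCaP DMSO replicate 3, with 1.95, called 34.4%. RES-A ENZ replicate 1 and RES-A DHT+ENZ replicate 1, which had no part in the choice and were about as shallow as the RES-A DHT libraries (2.27 and 2.18), called 77.0% and 57.8%. For the 4117 regions a shared response of both sublines to DHT is a candidate explanation, and other technical explanations were not tested.

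RES-A DHT+ENZ libraries called 44.6% ± 2.29 of the 4117 regions, a value that the choice of regions leaves undecided, since DHT libraries call all of them and DMSO libraries none. The choice was therefore repeated with each replicate number left out. The left-out DHT library called 78.7% to 82.6% of 5687 to 5961 regions, the left-out DMSO library 11.8% to 13.4%, and the DHT+ENZ libraries 41.9% to 43.9% on average. The smallest gap between a left-out DHT library and the highest DHT+ENZ library was 34.8 percentage points. A hypothesis is that ENZ still counters part of the DHT response at these sites in RES-A, a line named for its resistance. The DHT+ENZ libraries also stayed above the left-out DMSO library. ENZ with DHT was not compared between the sublines by a test of the difference.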
